A study of Mus musculus with 23 samples. Its data were reported in "Astrocyte redox imbalance underlies prelimbic neuronal hypoactivity and maladaptive affective behaviors in epilepsy" (2026).

How the data were processed

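RNA was sequenced from astrocytes of the cerebral cortex of 23 mice, 1 library per mouse. Astrocytes were taken from dissociated tissue with magnetic beads that carry an antibody to the astrocyte surface antigen ACSA-2 (magnetic-activated cell sorting, MACS). Polyadenylated RNA was made into paired-end libraries and sequenced on an Illumina NovaSeq. Mice were homozygous for a floxed Aldh7a1 gene, either with a tamoxifen-inducible Cre recombinase (CreER) at 1 allele of Slc1a3 (cKOAstro) or without it (ConAstro). Per the labels, 4-hydroxytamoxifen was given at postnatal days 3 to 4, a control diet or a diet with sulforaphane (SFN, an activator of the transcription factor NRF2) was fed from postnatal day 21, and tissue was collected from male mice at postnatal day 70.

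The authors aligned reads to the mouse genome mm10 with STAR and deposited the raw count of reads per gene symbol, 1 column per library, with no normalization and no pooling of replicates. The aligner version, the gene annotation and whether counting used the strand are not stated, so genes that overlap on opposite strands, and genes with near-identical copies, are uncertain. The table holds 24411 gene symbols, of which 23376 matched the symbols of GENCODE M21 (GRCm38, the build also called mm10). A630020A06 was matched through RefSeq for the same build. Library names were read from the labels and used to find the column of each sample. Counts summed to between 46890715 and 391701247 per library.

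Libraries were grouped by genotype and diet as labelled. The lowest chi-square per degree of freedom between any pair of libraries of a group was 44.4, so no pair was alike within counting noise and each library was counted as 1 replicate. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), with trimmed mean of M values (TMM) normalization, after genes with low counts were removed by filterByExpr (a minimum count of 10 scaled to library size and a minimum total of 15). Each comparison of 2 groups was fitted on those 2 groups alone, as the study compared groups in pairs. The interaction of genotype and diet was fitted on all 4 groups. P-values were adjusted by the Benjamini-Hochberg procedure over all genes tested, with a threshold of 0.05 and no minimum fold change. Fold changes are on the log2 scale, each ± its standard error (SE), taken as the fold change divided by the square root of the moderated F. Counts scaled to library size (CPM) are TMM-normalised and given as mean ± SD, and a log2 CPM carries a prior count of 2. The floor of 3 counts covers counting error only, since reads without molecular identifiers are not independent molecules.

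Named genes were Aldh7a1, Slc1a3 and the 6 other genes that the study names for the control diet comparison (Acer2, Vsig2, Esr1, Foxd1, Echdc3 and A630020A06), the members of the Na,K-ATPase list, and for each comparison up to 10 genes with the largest fold change among those past the threshold whose CPM did not overlap between the groups. The study chose the 8 named genes on these same libraries, so their count adjusted over the list alone is not independent evidence.

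Lists of genes were written for 7 themes: Na,K-ATPase subunits (6 genes), 2-pore K+ channels (8 genes), voltage-gated Na+ channels (13 genes), NRF2 targets (26 genes), motile cilium (27 genes), antigen presentation and interferon response (22 genes) and NADH dehydrogenase subunits (35 genes). The first 3 of these, the motile cilium and the antigen presentation lists follow themes that the study found in these libraries and are not independent evidence. A further 10 lists held markers of dissociation (immediate early and heat shock genes), neurons, microglia, oligodendrocytes, oligodendrocyte precursors, endothelial cells, mural cells, fibroblasts, red blood cells and astrocytes. Of the 234 genes on the lists, 229 were in the table, and no gene was on more than 1 list. The 7 themes were tested with camera from limma at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over 35 tests (7 lists in 5 comparisons), beside fry and camera with an estimated correlation. Gene Ontology terms, on which the study ran gene set enrichment analysis, were not used here.

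Fold changes were compared between comparisons by Pearson's r across 17299 genes, leaving out Aldh7a1, Slc1a3 and Esr1. Genes are not independent replicates, so p-values came from regrouping libraries in every possible way. For the correlation of the genotype and SFN effects, the 7 cKOAstro libraries were divided into 3 and 4, averaged over the 35 ways to do so, so that no library entered both effects.

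The groups, tests, named genes, lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, relative log expression (RLE) normalization, no filter beyond 1 count, all 4 groups in 1 fit, the replicate number as a block, the library name as a covariate or a block, a prior count of 0.5 or a minimum mean of 10 CPM for the correlations, and leaving out each library in turn. Alternatives chosen after seeing the data were counts thinned to the smallest library total, leaving out the 2 libraries whose genotype markers went against their labels, leaving out the library with Xist, and all 4 groups in 1 fit without those 2 libraries. Up to 100 splits of the libraries of each comparison, the real split among them, were drawn and refitted.

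The scripts were tested on simulated counts with the real means and library sizes, in which 200 genes were changed 2-fold. For the control diet comparison (17406 genes), edgeR recovered 82.5% of the changed genes with 9 false calls, limma-voom 81.5% with 8, and DESeq2 90.5% with 53. In the genotype comparison on the SFN diet (16672 genes) the shares were 83.0%, 80.0% and 92.0%, with 9, 7 and 50 false calls. For the SFN diet in cKOAstro (16903 genes) they were 88.0%, 86.5% and 93.5%, with 8, 5 and 34 false calls.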

Results

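The transcriptome of cortical astrocytes was measured in 4 groups of mice: ConAstro (n = 4), cKOAstro (n = 7), SFN-fed ConAstro (n = 5) and SFN-fed cKOAstro (n = 7). Total counts per library lay between 74771451 and 84049525 in ConAstro, 107847897 and 391701247 in cKOAstro, 46890715 and 219904257 in SFN-fed ConAstro, and 86276988 and 140464734 in SFN-fed cKOAstro. Depth therefore differed between groups. The mean log2 total was 1.59 higher in cKOAstro than in ConAstro (two-sided exact permutation test, p = 0.00303, Benjamini-Hochberg adjusted p over 5 comparisons = 0.00874). It was also 0.48 higher in SFN-fed cKOAstro than in ConAstro (exact permutation p = 0.0121, adjusted p = 0.0202). SFN-fed cKOAstro libraries had log2 totals that differed by -1.11 from those of cKOAstro (exact permutation p = 0.0035, adjusted p = 0.00874). In the remaining comparisons, of SFN-fed ConAstro with SFN-fed cKOAstro and with ConAstro, totals differed by less than the spread between libraries (exact permutation p = 0.369 and p = 0.738).

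Aldh7a1 (chromosome 18, 56509687 to 56572951, minus strand, GRCm38, a protein-coding gene that encodes the deleted enzyme) was examined first in every library, since it checks the genotype labels. In ConAstro replicates 1 to 4 it measured 219.9, 207.3, 210.4 and 217.3 CPM, a mean of 214 ± 5.89 (SD, n = 4). In cKOAstro replicates 1 to 7 it measured 45.9, 64.9, 51.8, 77.2, 53.3, 51.0 and 70.6 CPM, a mean of 59.2 ± 11.7 (SD, n = 7), lower than every ConAstro library in 7 of 7 libraries. SFN-fed ConAstro replicates 2 to 5 held 177, 222, 226 and 199 CPM, while the library labelled SFN-fed ConAstro replicate 1 held 55.7 CPM. SFN-fed cKOAstro replicates 1 and 3 to 7 held 47.4, 50.03, 56.5, 49.1, 53.1 and 43.05 CPM, while the library labelled SFN-fed cKOAstro replicate 2 held 222 CPM. The group means as labelled were 176 ± 70.1 CPM (SD, n = 5) and 74.4 ± 65.2 CPM (SD, n = 7). Without those 2 libraries they would be 206 ± 22.6 (SD, n = 4) and 49.9 ± 4.64 CPM (SD, n = 6). Each of these 2 libraries thus had the Aldh7a1 level of the genotype opposite to its label, and so did Slc1a3 and Esr1 (2100 and 19.96 CPM in the library labelled SFN-fed ConAstro replicate 1, against 4436 and 0.53 CPM in the library labelled SFN-fed cKOAstro replicate 2). Both libraries were kept in the groups of their labels, and directions given below for an SFN-fed group include them unless a library is named as left out. Values among numbered libraries alone leave out the library labelled SFN-fed ConAstro replicate 1, which has an Astro name, and still include the library labelled SFN-fed cKOAstro replicate 2, which has a numbered name.

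**Figure D1:**
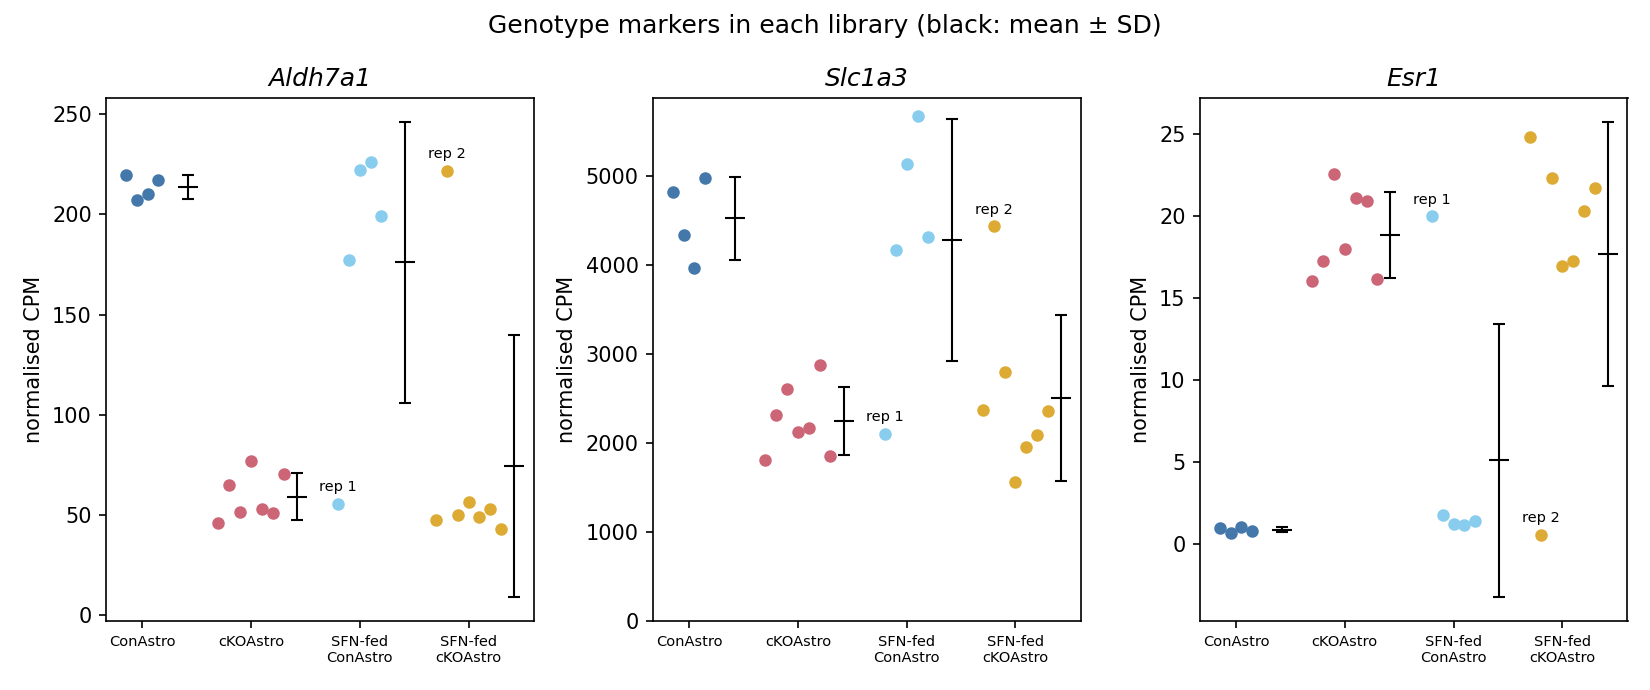
Normalised CPM of Aldh7a1, Slc1a3 and Esr1 (y axes, linear) in each of the 23 libraries by labelled group (x axis), with 1 point per library in replicate order and the group mean ± SD in black. The libraries marked rep 1 (SFN-fed ConAstro, Aldh7a1 at 55.7 CPM) and rep 2 (SFN-fed cKOAstro, Aldh7a1 at 222 CPM) lie with the opposite genotype in all 3 genes.

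The comparison of cKOAstro with ConAstro on the control diet asks what loss of ALDH7A1 does to astrocyte gene expression. Of 17406 genes tested, 4 differed at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 2 higher and 2 lower in cKOAstro, and 651 differed at an unadjusted p-value under 0.05. Aldh7a1 changed by -1.86 ± 0.13 (log2, SE; edgeR adjusted p = 6.94e-05). Slc1a3 (chromosome 15, 8634124 to 8710764, minus strand, protein-coding), the gene that carries CreER, changed by -1.02 ± 0.13 (edgeR adjusted p = 0.0168), from 4524 ± 463 CPM (SD, n = 4) to 2247 ± 386 CPM (SD, n = 7), and was lower in 7 of 7 libraries. Esr1 (chromosome 10, 4611593 to 5005614, plus strand, protein-coding), which encodes an estrogen receptor, rose by 4.48 ± 0.17 (edgeR adjusted p = 1.2e-07), from 0.84 ± 0.16 to 18.8 ± 2.64 CPM. The long noncoding RNA gene A630020A06 (chromosome 15, 3996039 to 4015858, 4.62 Mb from Slc1a3) rose by 2.47 ± 0.27 (edgeR adjusted p = 0.00658), from 0.12 ± 0.052 to 0.68 ± 0.098 CPM. Each of these last 2 genes was higher in 7 of 7 cKOAstro libraries than in every ConAstro library. DESeq2 moved this result most among the other tools, calling 8 genes, which were the 8 named genes. With edgeR, Acer2 (log2 fold change -0.40), Vsig2 (-0.69), Foxd1 (0.74) and Echdc3 (0.42) each had an adjusted p-value of 0.981. Adjusted over the list alone, 8 of the 8 genes passed the threshold, against 4 over all genes tested. Without ConAstro replicate 4 the count was 2 genes, since Slc1a3 (adjusted p = 0.143) and A630020A06 (adjusted p = 0.0598) no longer passed in that edgeR fit. CreER holds part of an estrogen receptor, and gene counts do not show whether reads of it were counted as Esr1. With counts thinned to the smallest library total, A630020A06 rose by 2.87 ± 0.49 and did not pass (edgeR adjusted p = 0.297), while Slc1a3 did (-1.01, edgeR adjusted p = 0.0112). The library labelled cKOAstro replicate 2, a male per its label, held Xist at 1541 CPM and Ddx3y at 0.0077 CPM. Without it 3 genes passed, and Slc1a3 did not (-1.02, edgeR adjusted p = 0.0642).

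The names given to the libraries fall into 6 that start with Astro and 17 that start with 1 of 5 numbers. ConAstro libraries share 1 number, which no cKOAstro or SFN-fed ConAstro library has. For cKOAstro or SFN-fed ConAstro against ConAstro the prefix and the group therefore cannot be told apart, and no fit with the prefix as a term was possible. Astro libraries occur in cKOAstro (2), SFN-fed ConAstro (1) and SFN-fed cKOAstro (3), and ConAstro has none. In a principal component analysis of log2 CPM, the first component held 22.7% of the variance and the second 12%. On the first component the Astro libraries lay at -27.1 or lower and the numbered libraries at -1.69 or higher, except the library labelled SFN-fed ConAstro replicate 1 (Astro name, at 38.1) and the library labelled SFN-fed cKOAstro replicate 2 (numbered name, at -51.9). Among numbered libraries alone, 3 genes differed between cKOAstro and ConAstro at an adjusted p-value under 0.05, 3 of them among the 4 above. Slc1a3 was the gene that dropped out (-0.99 ± 0.16, edgeR adjusted p = 0.367). With the name series as a covariate 3 of the 4 passed again, and Slc1a3 changed by -1.01 ± 0.14 (edgeR adjusted p = 0.105).

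**Figure D2:**
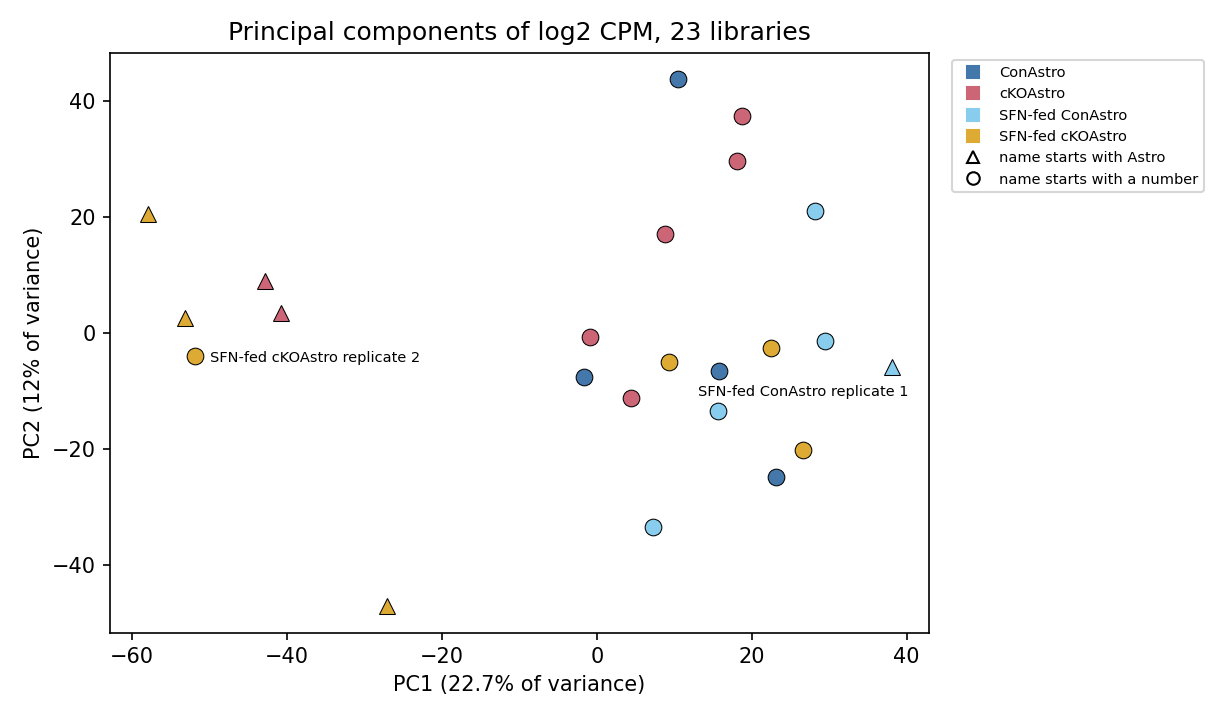
First and second principal components of log2 CPM (x and y axes, with their share of variance) for 23 libraries, with colour for the labelled group, triangles for names that start with Astro and circles for names that start with a number. The library labelled SFN-fed cKOAstro replicate 2, with a numbered name, lies among the Astro libraries at the left, and the library labelled SFN-fed ConAstro replicate 1, with an Astro name, lies at the right among the numbered ones.

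The same genotype comparison was made on the SFN diet. No gene among 16672 passed an adjusted p-value of 0.05 (edgeR, 0 genes, lowest adjusted p = 0.195), while 3377 genes had an unadjusted p-value under 0.05, of which 1895 were higher and 1482 lower in SFN-fed cKOAstro. Aldh7a1 changed by -1.25 ± 0.45 and Slc1a3 by -0.78 ± 0.27 (edgeR adjusted p = 0.195 for each), and Esr1 by 1.82 ± 0.90 (edgeR adjusted p = 0.268), with the 2 libraries that go against their labels included. Adjusted over the list alone, 3 of the 8 named genes passed the threshold, against 0 over all genes. DESeq2 called 250 genes and limma-voom with sample quality weights 4398, of which 249 were shared, and none of the 8 named genes was among the 250. Esr1 (1.795 with DESeq2) had no DESeq2 adjusted p-value there and so could not be called. Without SFN-fed cKOAstro replicate 3, edgeR called 701 genes, of which 177 were among those of DESeq2. Among numbered libraries alone 0 genes passed and 2045 had an unadjusted p-value under 0.05. With the name prefix as a block, 0 passed and 798 had an unadjusted p-value under 0.05.

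The effect of the SFN diet was compared within each genotype. In ConAstro, 0 of 16509 genes passed an adjusted p-value of 0.05 (edgeR) and 1079 had an unadjusted p-value under 0.05. In cKOAstro, 0 of 16903 genes passed and 1839 had an unadjusted p-value under 0.05. DESeq2 called 24 and 15 genes in these comparisons. For SFN in cKOAstro, Aldh7a1 changed by -0.22 with DESeq2 and by 0.33 with edgeR. Without ConAstro replicate 4, edgeR called 1 gene in ConAstro. Numbered libraries alone gave 0 genes in each, with 1379 and 1623 at an unadjusted p-value under 0.05. In SFN-fed cKOAstro against ConAstro, the comparison that asks whether the SFN diet returned cKOAstro to the control level, 0 of 16753 genes passed (edgeR, 1453 at an unadjusted p-value under 0.05). Aldh7a1 changed by -1.54 ± 0.42 and Esr1 by 4.38 ± 0.78 there (edgeR adjusted p = 0.557 for each), with the library labelled SFN-fed cKOAstro replicate 2 included. DESeq2 called 8 genes, 2 of them named genes, and limma-voom 656. The 2 were Aldh7a1 (-1.84, DESeq2 adjusted p = 5.76e-08) and Esr1 (4.39, DESeq2 adjusted p = 7.53e-07). DESeq2 replaces outlying counts in groups of 7 or more libraries. The Aldh7a1 count of the library labelled SFN-fed cKOAstro replicate 2 may therefore not have entered the DESeq2 fits as measured. Without the library labelled SFN-fed cKOAstro replicate 2, edgeR called 2 genes, and without replicate 7 it called 1. Among numbered libraries 0 genes passed and 740 had an unadjusted p-value under 0.05. Over the list alone, 1, 0 and 4 of the 8 named genes passed in these 3 comparisons, against 0 in each over all genes.

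The interaction of genotype and diet tests whether the SFN diet acted differently in the 2 genotypes. Of 17302 genes 0 passed an adjusted p-value of 0.05 (edgeR) and 1267 had an unadjusted p-value under 0.05, while DESeq2 called 3. Foxd1 (chromosome 13, 98354242 to 98359305, plus strand, protein-coding) had an interaction of -1.36 ± 0.28 (edgeR adjusted p = 0.538) and was 1 of the 3 genes DESeq2 called (-1.35, DESeq2 adjusted p = 0.00861). It measured 4.67 ± 0.71 CPM in ConAstro (n = 4), 7.82 ± 1.46 in cKOAstro (n = 7), 8.39 ± 2.31 in SFN-fed ConAstro (n = 5) and 5.48 ± 1.34 in SFN-fed cKOAstro (n = 7, SD for each). Its genotype effect was 0.74 on the control diet and -0.62 on the SFN diet, and neither passed the threshold with edgeR (adjusted p = 0.981 and 0.195), while the first passed with DESeq2 (adjusted p = 0.0171, against 0.0774 for the second). DESeq2 also called it for SFN in ConAstro (0.84, adjusted p = 0.0469, against 0.762 with edgeR). Adjusted over the list alone, 4 of the 8 named genes passed, against 0 over all genes. Numbered libraries alone gave 0 genes, with 1737 at an unadjusted p-value under 0.05.

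The 6 Na,K-ATPase genes, whose products pump Na+ and K+ and which the study followed up, changed by between -0.0025 and 0.21 on the log2 scale between cKOAstro and ConAstro, with a lowest unadjusted p-value of 0.501 (edgeR, adjusted p = 0.981). In the other comparisons of 2 groups and in the interaction the members changed by between -0.22 and 0.30, and the lowest edgeR adjusted p-value was 0.468. As a list, the Na,K-ATPase subunits had median changes between -0.0085 and 0.065 in the 5 comparisons and the lowest camera adjusted p-value was 0.413. The 2-pore K+ channels had medians between -0.070 and 0.12, with a lowest camera adjusted p-value of 0.221. In the study, too, none of these genes passed its threshold singly. It took them from the core genes of pathways found by gene set enrichment analysis, and followed up the pump with its inhibitor ouabain. A camera test of short lists is a different measure, so these values do not test the pathway result of the study.

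Of the 35 tests of lists, camera at its preset correlation called 14, and none of these calls held under fry (lowest adjusted p = 0.476) or under camera with an estimated correlation (lowest adjusted p = 0.809). In cKOAstro against ConAstro, motile cilium genes were higher (median log2 fold change 0.28, 23 of 23 genes higher, camera adjusted p = 1.39e-05). Leaving out single libraries moved that median from 0.14 (without ConAstro replicate 1) to 0.73 (without ConAstro replicate 3). Voltage-gated Na+ channels were higher (0.15, 10 of 12 genes, camera adjusted p = 0.000734), from 0.043 without ConAstro replicate 4 to 0.46 without ConAstro replicate 1. NADH dehydrogenase subunits were higher (0.049, 30 of 34 genes, camera adjusted p = 0.00578), from 0.028 without cKOAstro replicate 6 to 0.094 without cKOAstro replicate 1. Antigen presentation genes were lower (-0.16, 4 of 22 genes higher, camera adjusted p = 0.0491), from -0.37 without ConAstro replicate 1 to -0.0069 without ConAstro replicate 3, and among numbered libraries the median was 0.0015 (camera adjusted p = 0.71). The other 3 lists passed among numbered libraries too, with medians of 0.35 for motile cilium genes, 0.061 for Na+ channels and 0.052 for NADH dehydrogenase subunits. On the SFN diet, NADH dehydrogenase subunits were higher in SFN-fed cKOAstro than in SFN-fed ConAstro (0.24, 34 of 34 genes, camera adjusted p = 2.63e-12) and antigen presentation genes were lower (-0.30, camera adjusted p = 0.000125). The antigen presentation median ranged from -0.47 without SFN-fed cKOAstro replicate 1 to -0.19 without the library labelled SFN-fed cKOAstro replicate 2. Among numbered libraries it was -0.037 (camera adjusted p = 0.411), and that of NADH dehydrogenase subunits was 0.30. The SFN diet went with higher antigen presentation genes (0.25, camera adjusted p = 6.31e-09), lower NADH dehydrogenase subunits (-0.066, camera adjusted p = 0.000215) and lower motile cilium genes (-0.35, camera adjusted p = 0.000818) in ConAstro. Without ConAstro replicate 3 the motile cilium median there was 0.12, the opposite direction, and without SFN-fed ConAstro replicate 2 it was -0.64. The antigen presentation median was 0.10 without ConAstro replicate 1 and 0.40 without ConAstro replicate 4. That of NADH dehydrogenase subunits was -0.043 without SFN-fed ConAstro replicate 5 and -0.10 without the library labelled SFN-fed ConAstro replicate 1. Among numbered libraries the 3 medians were 0.20, -0.10 and -0.27.

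In cKOAstro, the SFN diet went with lower motile cilium genes (median -0.45, 2 of 23 genes higher, camera adjusted p = 5.21e-13), lower voltage-gated Na+ channels (-0.18, camera adjusted p = 0.0499), higher NADH dehydrogenase subunits (0.13, 34 of 34 genes higher, camera adjusted p = 9.53e-07) and higher NRF2 targets (0.062, 21 of 26 genes, camera adjusted p = 0.0491). The Na+ channel median was -0.024 without SFN-fed cKOAstro replicate 4. Neuronal marker genes lay at -1.72 in that library, on the log2 scale, from their mean over all libraries. Their median change for SFN in cKOAstro was 0.029, with 6 of 10 genes higher. The NRF2 median was 0.028 without cKOAstro replicate 1 and 0.10 without cKOAstro replicate 6, and the NADH median was 0.082 without SFN-fed cKOAstro replicate 1. Among numbered libraries the medians were -0.72 for motile cilium genes, -0.24 for Na+ channels, 0.15 for NADH dehydrogenase subunits and 0.091 for NRF2 targets, and antigen presentation genes were higher as well (0.28, camera adjusted p = 0.0119). In the other comparisons NRF2 targets had medians between 0.00094 and 0.062, with a lowest camera adjusted p-value of 0.159. Between SFN-fed cKOAstro and ConAstro, NADH dehydrogenase subunits were higher (0.18, 33 of 34 genes, camera adjusted p = 1.1e-09), and the 6 other lists did not pass. Among numbered libraries motile cilium genes were lower there (-0.46, camera adjusted p = 0.000136), against -0.24 with all libraries and 0.26, the opposite direction, without ConAstro replicate 3, while antigen presentation genes (0.24, camera adjusted p = 0.00875) and NRF2 targets (0.095, camera adjusted p = 0.00961) were higher. The genotype effect differed between diets, by a camera test of the interaction, for NADH dehydrogenase subunits (median 0.20, adjusted p over 7 lists = 8.03e-09), antigen presentation genes (-0.087, adjusted p = 0.0234) and Na+ channels (-0.21, adjusted p = 0.0368), and not for motile cilium genes (-0.13, adjusted p = 0.302). Under fry the lowest adjusted p-value of the interaction over these 7 lists was 0.694. Of the 10 other lists, mural and fibroblast genes had the lowest fry p-values of the interaction. Unadjusted, these were 0.00297 (mural, median -0.62, 0 of 8 genes higher) and 0.00893 (fibroblast, median -0.81, 0 of 6 genes higher).

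**Figure D3:**
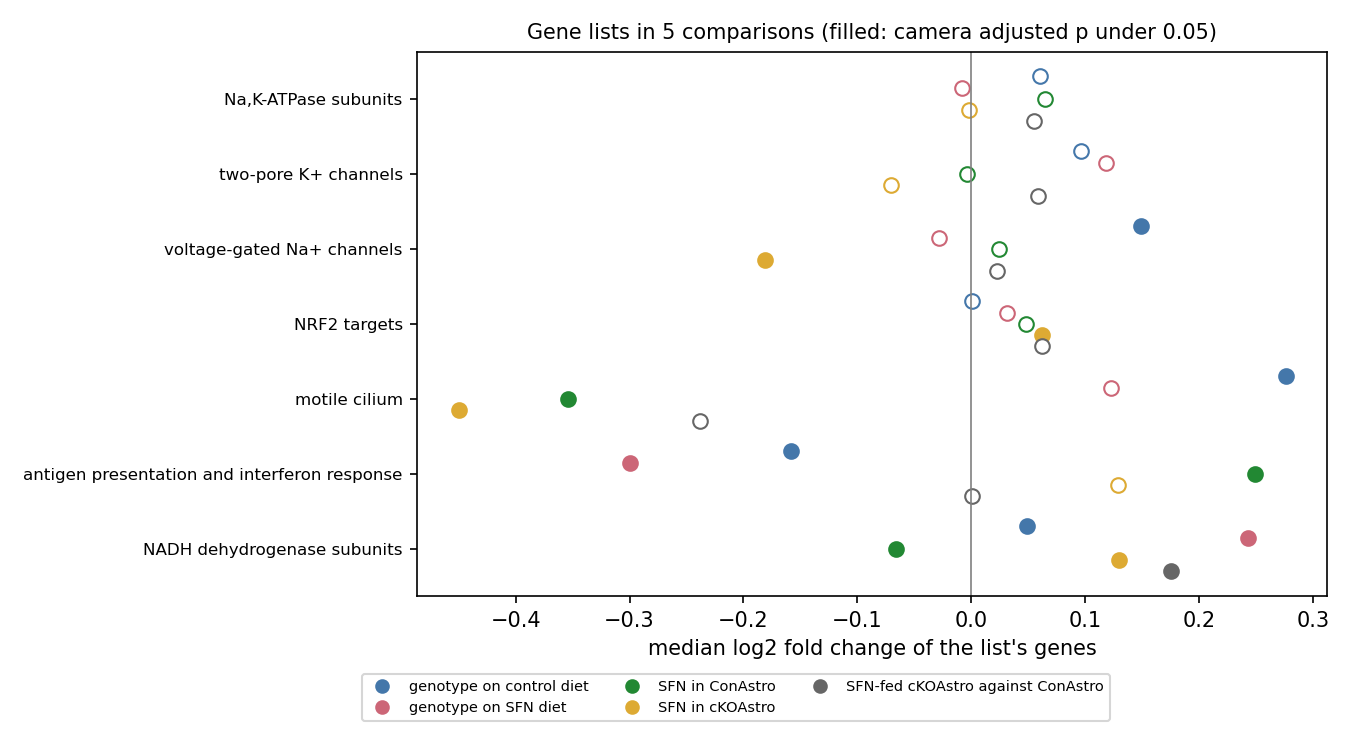
Median log2 fold change of the genes of each list (x axis) for 7 lists (y axis) in 5 comparisons (colours), with filled points where the camera adjusted p-value at a preset correlation was under 0.05 and open points elsewhere. Motile cilium genes span the widest range, from -0.45 for the SFN diet in cKOAstro to 0.28 for genotype on the control diet, and none of the 14 filled points passed under fry.

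The recurrence of the genotype effect was measured across genes. Fold changes of the 2 genotype comparisons, which share no library, had Pearson's r = 0.319 over 17299 genes, with a permutation p-value of 0.165 from all 792 regroupings of the SFN-fed libraries and a mean of -0.0026 in simulated unchanged groups. Among numbered libraries alone r was -0.037. Whether the SFN diet moved genes opposite to the genotype effect was measured with the cKOAstro libraries divided between both effects. Pearson's r was 0.042, with a permutation p-value of 0.856 from 3432 regroupings, and -0.145 among numbered libraries alone. With the 7 cKOAstro libraries shared by both effects r was -0.192. Simulated groups with no effect gave a mean of -0.405 (from -0.443 to -0.368). In the simulations of both relations each gene varied independently of the others. They therefore leave out variation that genes of a library share, and 0.319 and -0.192 cannot be judged against them. All r values here are correlations across genes, and the 2 relations were the only ones computed (Benjamini-Hochberg adjusted permutation p = 0.331 and 0.856).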

Values the study reported

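In the study, Aldh7a1 and Slc1a3 differed between the genotypes both on the control diet and with SFN feeding. On the control diet 6 other genes differed as well. By gene set enrichment analysis the study reported 262 pathways that fitted its criteria for rescue by SFN, and 12 of these concerned ion channels and ion transporters. The core genes of those pathways numbered 432.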

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

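Of the tests in this part, those of exchanged names, mixing, female RNA, cell types and the splits for the interaction of lists were chosen after the result was seen. In 68 tests of the most distant library of a group, 9 lay farther out than Dixon's 95% limit allows, where chance alone gives about 3.4.

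Genotype markers set apart the library labelled SFN-fed ConAstro replicate 1 and the library labelled SFN-fed cKOAstro replicate 2, each lying far from the rest of its group. Aldh7a1 measured 55.7 CPM in the first and 222 CPM in the second, and Esr1 19.96 and 0.533 CPM. Slc1a3 measured 4436 CPM in the second, and 2100 CPM in the first, which was the lowest of its group without passing Dixon's limit. Failed recombination in the library labelled SFN-fed cKOAstro replicate 2 would leave the CreER allele in place, and with it the Slc1a3 and Esr1 levels of CreER carriers, and Slc1a3 at 4436 and Esr1 at 0.533 CPM argue against that. Mixing of RNA between the libraries would place both between the genotypes, and Esr1 at 19.96 CPM, inside the cKOAstro range of 16.0 to 22.6 CPM, argues against that too. What stays open is an exchange of the 2 names. On a score that runs from 0 for numbered to 1 for Astro libraries, set without these libraries and without the marker genes, the library labelled SFN-fed cKOAstro replicate 2 (numbered name) scored 0.993 and the library labelled SFN-fed ConAstro replicate 1 (Astro name) -0.176, while 20 of the 21 other libraries lay on the side of their own names. These values are consistent with exchanged names, as a hypothesis. No library was moved between groups.

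Xist, on the X chromosome (103460366 to 103483254) and expressed in cells with an inactive X, measured 1541 CPM in the library labelled cKOAstro replicate 2, from 600549 counts, against 8 to 152 counts in the other libraries. Ddx3y, on the Y chromosome, measured 0.007698 CPM there, from 3 counts, which is at the floor of 3 counts, against 4737 to 41861 counts elsewhere. Xist raised in male cells would leave Ddx3y at the male level, so 0.007698 CPM argues against it. Female RNA mixed with male RNA would leave a share of every Y gene, and the lowest of Uty, Kdm5d and Eif2s3y was at 0.0533% of the mean of the 6 other cKOAstro libraries, which argues against more than a trace. The highest of the 3 was at 0.0721%. These values are consistent with RNA of a female animal alone, although the label says male. Whether sex changes a result of this library was examined only by leaving it out.

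The library labelled SFN-fed ConAstro replicate 3 had a total of 219.9 (in units of 1e6 counts), against 83.1 in the next of its group. No other measure set it apart, and no biological explanation was tested.

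Atp1b3, a Na,K-ATPase subunit gene, measured 523.8 CPM in the library labelled SFN-fed cKOAstro replicate 4, against 344 CPM in the next library of the group. No explanation was tested for it, technical or biological.

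The genotype effect differed between the diets for 3 lists by camera's test of the interaction: voltage-gated Na+ channels (adjusted p = 0.0368, median -0.21), antigen presentation and interferon response (adjusted p = 0.0234, median -0.087) and NADH dehydrogenase subunits (adjusted p = 8.03e-09, median 0.20, 34 of 34 genes). None held under fry (adjusted p = 0.694, 0.737 and 0.694). Of 100 splits of the 23 libraries, 41, 50 and 14 gave a camera p-value as small, so differences of this size arise among libraries grouped at random. The SFN-fed groups include the 2 libraries with markers of the other genotype.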

How the results depend on the processing

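Of the alternatives in this part, thinning, leaving out the 2 libraries whose markers go against their labels, and leaving out the library with Xist were chosen after the data were seen. Unless a reason is given, the cause of a change was not tested.

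With DESeq2 the number of genes was 8 for genotype on the control diet (4 with edgeR), 250 for genotype on the SFN diet, 24 for SFN in ConAstro, 15 for SFN in cKOAstro, 8 for SFN-fed cKOAstro against ConAstro and 3 for the interaction (0 with edgeR in each, with 3377, 1079, 1839, 1453 and 1267 genes at an unadjusted p-value under 0.05). In simulated counts DESeq2 made more false calls than edgeR, 53 against 9 on the control diet. Limma-voom with sample quality weights called 4398 genes for genotype on the SFN diet and 656 for SFN-fed cKOAstro against ConAstro. Among 40 splits of the SFN-fed libraries, 2 gave as many as 4398 genes with limma-voom and 5 as many as 250 with DESeq2.

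With all 4 groups in 1 fit, 0 genes passed on the control diet (437 at an unadjusted p-value under 0.05) and 3 on the SFN diet. Aldh7a1 on the control diet changed by -1.85 there (edgeR adjusted p = 0.371), where its adjusted p ranged from 9.56e-32 to 0.371 over the alternatives. Without the 2 libraries the same fit called 4 genes on the control diet, the same genes as the fit of 2 groups, so the spread that those libraries add to the shared estimate shows the cause. Leaving them out gave 2 genes on the SFN diet, Esr1 and Aldh7a1, and 2 for SFN-fed cKOAstro against ConAstro. For both genes on the SFN diet this is circular, since their levels singled those libraries out.

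Replicate numbers do not pair the libraries, since same-numbered libraries deviated with r between -0.119 and 0.0419 on the control diet and no comparison had every pair above 0.1. With the replicate block, 1 gene passed on the control diet, Aldh7a1 changed by -1.88 (edgeR adjusted p = 0.152), and 3 lists passed for SFN-fed cKOAstro against ConAstro. The prefix block could not be fitted for genotype on the control diet or for SFN in ConAstro.

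Leaving out 1 library at a time gave 2 to 4 genes for genotype on the control diet (2 without ConAstro replicate 4), 0 to 701 on the SFN diet (701 without SFN-fed cKOAstro replicate 3), 0 to 1 for SFN in ConAstro (1 without ConAstro replicate 4) and 0 to 2 for SFN-fed cKOAstro against ConAstro (2 without the library labelled SFN-fed cKOAstro replicate 2, 1 without replicate 7). It gave 0 genes for SFN in cKOAstro and for the interaction in every such fit. Aldh7a1 on the control diet ranged from -1.93 to -1.80 and passed in 11 of 11 fits. Slc1a3 passed in 5 of 11.

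Fry and camera with an estimated correlation each called 0 lists in every comparison, against 4, 2, 3, 4 and 1 with camera. For SFN-fed cKOAstro against ConAstro the number was 4 with the name series as a covariate, 4 with the prefix block and 2 without the 2 libraries. For SFN in cKOAstro it was 0 with the prefix block and 2 after thinning. Leaving out 1 library gave 2 to 4 lists for genotype on the control diet (2 without ConAstro replicate 4 or cKOAstro replicate 4), 2 to 5 for SFN in cKOAstro (2 without cKOAstro replicates 4 or 7 or SFN-fed cKOAstro replicates 1, 3 or 4) and 1 to 3 for SFN-fed cKOAstro against ConAstro (3 without SFN-fed cKOAstro replicate 6, and 2 without any 1 ConAstro library, the library labelled SFN-fed cKOAstro replicate 2 or replicate 5).

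The correlation of genotype effects between diets was -0.037 without the Astro libraries, against 0.319, and ranged from 0.204 to 0.373 with 1 library left out. That of the genotype and SFN effects was -0.145 without the Astro libraries and -0.010 without the 2 libraries, against 0.042. With 1 library left out it ranged from -0.032 to 0.106 and changed sign in 6 of 18 fits: -0.032 without ConAstro replicate 3, -0.012 and -0.0054 without cKOAstro replicates 2 and 6, and -0.0071, -0.023 and -0.017 without SFN-fed cKOAstro replicates 2 (the library so labelled), 5 and 6. No permutation p-value of either was under 0.102.

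Among 223 other values of named genes, 20 changed: 15 weaker, 5 stronger and 0 reversed. On the control diet A630020A06, with 5 to 14 counts per ConAstro library before thinning, no longer passed after thinning. Esr1, with 48 to 87 counts per ConAstro library, still passed (edgeR adjusted p = 1.42e-07).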

Other observations

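In this part, the test between the name series and those of cell types, CreER reads, linked variants and thinning were chosen after the result was seen. The fits with the name series as a covariate or the prefix as a block were fixed before the data were examined.

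The number of genes that differed between cKOAstro and ConAstro on the control diet was 4. That is lower than the number quoted from the study above. The study used DESeq2 where the test here was edgeR, and with DESeq2 the same genes were called here as the study names. Under the labels as deposited, neither Aldh7a1 nor Slc1a3 passed the threshold between the genotypes on the SFN diet, with edgeR (adjusted p = 0.195 for each) or with DESeq2 (adjusted p = 0.0821 and 0.080). That differs from the study, which found both genes different there. The fits here include the 2 libraries whose markers go against their labels, which widen the spread of both genes. Without them Aldh7a1 measured 206.2 ± 22.65 CPM in SFN-fed ConAstro (SD, n = 4) and 49.86 ± 4.636 in SFN-fed cKOAstro (SD, n = 6). Slc1a3 measured 4823 ± 707.9 and 2185 ± 422.1 CPM. This separation is circular, since the marker levels singled those libraries out.

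Of 100 splits of the 11 control diet libraries, 3 gave as many genes at an adjusted p-value under 0.05, the real split among them. The others gave 404 and 13 genes, and each held the 2 Astro libraries in the larger group, as the real split does. At an unadjusted p-value under 0.05, 59 of 100 gave as many as 651. For genotype on the SFN diet 3 of 100 gave as many as 3377 genes at an unadjusted p-value under 0.05, and 26, 9, 14 and 15 of 100 did for SFN in ConAstro, SFN in cKOAstro, SFN-fed cKOAstro against ConAstro and the interaction. As many lists were called in 23, 81, 42, 24 and 98 of 100 splits of the 5 comparisons.

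On the control diet, greater depth of cKOAstro argues poorly for Aldh7a1, Slc1a3 and Esr1, since 3 of these 3 passed after thinning to the smallest total. A630020A06 still rose by 2.87 ± 0.49 after thinning (edgeR adjusted p = 0.297), which argues against depth as its cause although it no longer passed. Astro libraries among cKOAstro are argued against for the 4 genes. Of these, 3 passed both with the series as a covariate and without the Astro libraries. Slc1a3 did not pass in these fits but its change stayed the same, at -1.01 ± 0.14 and -0.99 ± 0.16, and the numbered cKOAstro libraries (1809 to 2870 CPM) lay below the ConAstro libraries (3964 to 4979 CPM). Loss of 1 of 2 Slc1a3 alleles to CreER predicts a log2 change of -1, and Slc1a3 changed by -1.016 (95% interval -1.26 to -0.77), which is consistent with it. For Esr1, reads of CreER and a rise of Esr1 itself cannot be told apart from gene counts. The estrogen receptor targets Greb1 and Pgr did not rise (highest log2 fold change -0.1554), but astrocytes may not use them as targets. For A630020A06, 4.62 Mb from Slc1a3, variants linked to the Slc1a3 allele stay open: 5 of 54 genes within 10 Mb had an unadjusted p-value under 0.05 (9.26%, against 3.74% of all genes), and 26 of 100 splits gave as many.

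Libraries with Astro names differed from numbered ones of the same group. With all libraries 1023 of 17302 genes differed (edgeR adjusted p under 0.05), 507 higher and 516 lower. Without the 2 libraries whose markers go against their labels, 2992 of 17264 genes differed, 1352 higher and 1640 lower. Depth is argued against, since 2256 of these were called after thinning too. A higher share of astrocytes would lower the genes of every other cell type alike if sorting removed each type equally, which was not tested. Microglial genes were lower (median -2.45, 0 of 10 higher, limma fry adjusted p over 17 lists = 0.000347), while oligodendrocyte genes were higher in 9 of 10 genes (median 0.361, fry adjusted p = 0.0847) and mural genes had a median of -0.12 (fry adjusted p = 0.923). The medians thus moved apart, but the oligodendrocyte difference did not itself pass and leaned on 1 library. Oligodendrocyte genes lay at 0.905 in SFN-fed cKOAstro replicate 4, on the log2 scale, from their mean over all libraries. In the other Astro libraries of that fit they lay between -0.221 and 0.178. A higher share of astrocytes therefore stays undecided. Lower medians were also found for oligodendrocyte precursors (-0.90, fry adjusted p = 0.00606) and fibroblasts (-0.73, fry adjusted p = 0.000401). Antigen presentation and interferon response genes were lower too (-0.71, 0 of 22 genes higher, fry adjusted p = 0.000585), and this list was also called by camera in both genotype comparisons with all libraries and in neither among numbered libraries alone. With the series as a covariate it was not called on the control diet (median -0.011, camera adjusted p = 0.662) but was on the SFN diet (median -0.26, camera adjusted p = 0.000342). That fit cannot decide whether the series accounts for the second call, since the covariate follows the names, and the library labelled SFN-fed cKOAstro replicate 2 and the library labelled SFN-fed ConAstro replicate 1 do not lie with their own series. The mean log2 CPM of the list, taken from its mean over all libraries, was -0.61 in the library labelled SFN-fed cKOAstro replicate 2 and -0.42, -0.45 and -0.52 in the Astro libraries of that group (replicates 4, 5 and 6). It was 0.78, 0.26 and 0.285 in replicates 1, 3 and 7, and between 0.17 and 0.55 in SFN-fed ConAstro. For endothelial cells (-0.71, fry adjusted p = 0.12), neurons (0.34, fry adjusted p = 0.692), astrocytes (-0.18, fry adjusted p = 0.48), dissociation genes (-0.28, fry adjusted p = 0.197) and the 1 red blood cell gene (0.73, fry adjusted p = 0.692) the difference did not pass. The medians above of Astro against numbered libraries leave out the 2 libraries whose markers go against their labels. With all libraries, microglial (-1.41), antigen presentation (-0.41) and oligodendrocyte precursor genes (-0.73) were lower without passing (fry adjusted p = 0.0794 for each). Fibroblast genes passed with all libraries too (-0.58, fry adjusted p = 0.00703). Fewer microglia in the preparations with Astro names is a candidate explanation. No biological explanation was tested, since the design names none for the series.

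The 3377 genes at an unadjusted p-value under 0.05 on the SFN diet were 798 with the name prefix as a block. Prefix batches and genotype cannot be told apart for them, since 2 prefixes hold libraries of both groups, with 7 of the 12 libraries, and a lower number under the block can come from batches or from the smaller number of libraries that compare the genotypes within a prefix. Endothelial (-0.80, 10 of 10 genes lower), fibroblast (-0.69, 6 of 6) and mural genes (-0.45, 7 of 8) were lower in the group labelled SFN-fed cKOAstro, with fry adjusted p = 0.112 for each over 9 lists. Oligodendrocyte precursor genes (-0.51, 8 of 8 lower, fry adjusted p = 0.136) and microglial genes (-0.49, 10 of 10 lower, fry adjusted p = 0.31) went the same way, so the direction was not specific to vascular cells. It was not shared by all cell types either. Medians were higher for oligodendrocyte (0.26, 9 of 10 higher, fry adjusted p = 0.331) and neuronal genes (0.062, 7 of 10, fry adjusted p = 0.991). They were also higher for astrocyte genes (0.032, 6 of 10, fry adjusted p = 0.991) and the 1 red blood cell gene (1.34, fry adjusted p = 0.31). SFN-fed ConAstro had the highest mean deviation of the 4 groups for endothelial (0.73), fibroblast (0.43) and mural genes (0.22). SFN-fed cKOAstro lay above cKOAstro for endothelial genes (-0.20 against -0.35). It lay below cKOAstro for fibroblast (-0.36 against 0.073) and mural genes (-0.20 against 0.14). Against ConAstro, endothelial, mural and fibroblast genes were higher in SFN-fed ConAstro (medians 0.60, 0.36 and 0.45). They were lower in SFN-fed cKOAstro than in ConAstro (-0.24, -0.20 and -0.25). Fewer cells of the lowered types in the preparations labelled SFN-fed cKOAstro may contribute, or more of them in those labelled SFN-fed ConAstro. No list passed, so this stays undecided. The directions include the 2 libraries with markers of the other genotype.

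Motile cilium genes, which ependymal cells express, were higher in cKOAstro than in ConAstro with a camera p-value of at most 0.0127 when any 1 library was left out, and lower in SFN-fed cKOAstro than in cKOAstro with at most 2.84e-09. These p-values overstate the evidence, since 35 and 10 of 100 splits of the libraries gave a camera p-value as small as the real ones. Their mean deviation from the mean of all libraries was 1.01 in ConAstro replicate 3, against -0.36 to -0.26 in the other ConAstro libraries, and from -0.30 to 0.94 in cKOAstro. Ciliated cells in some preparations may explain such spread, and a change within astrocytes cannot be told apart from it, since bulk counts do not show which cells hold the transcripts.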
